A study of Mus musculus with 9 samples. Its data were reported in "Integrative Analyses Identify a cGAS‐STING Pathway‐Driven Signature With Context‐Dependent Roles in Systemic Lupus Erythematosus" (2026).

How the data were processed

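PolyA-selected RNA was measured by paired-end, strand-specific RNA-seq in 9 mouse kidney libraries. The libraries fall into 3 groups of 3 by their labels. These are wild-type mice, Trex1-/- mice given PBS, and Trex1-/- mice given SN-011 for 2 weeks. SN-011 is an antagonist of STING, the adaptor through which the DNA sensor cGAS induces interferon. TREX1 is an exonuclease that degrades cytosolic DNA. The labels do not give the sex of the animals.

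The authors trimmed the reads with Trimmomatic and aligned them with hisat2 at default parameters. The deposited values are raw counts of uniquely mapped read pairs per Ensembl gene, which the authors obtained with featureCounts. The tool versions, genome build, annotation and strand setting of that step were not stated. The counts were whole numbers with a different total in each library, and the libraries were not pooled. Of the 54532 gene identifiers, 54409 matched the GENCODE vM21 annotation of GRCm38, which gave the symbols and positions used here, and 123 did not. Reads that map equally well to paralogs or pseudogenes were not counted by the authors, and a read pair over exons of more than 1 gene is not assigned by featureCounts at its default setting.

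Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with at least 10 reads per group criterion and 15 reads in total, which left 16646 genes. Libraries were scaled by the trimmed mean of M-values (TMM). All 9 libraries entered 1 quasi-likelihood fit with a mean per group and no covariate, and each of the 3 comparisons was tested by edgeR's quasi-likelihood F test. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. CPM values are counts scaled to library size with TMM factors, except for sex-linked genes, whose CPM were taken over the raw library total. The standard error of a log2 fold change was derived from the F statistic.

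Gene sets were tested with fry, the two-sided directional rotation test of limma 3.58.1. The value given for a set is the median of the edgeR log2 fold changes of its tested members. M7core is a list of 159 genes that the study defined as targets of the transcription factor IRF2 within module M7 which were also induced when cGAS was stimulated in mouse embryonic fibroblasts. It was not chosen on these kidneys. Its subsets are the members in interferon gene lists, the members outside them, RelB targets, and members that are not RelB targets. M1 to M7 are 7 gene modules derived in fibroblasts. Set p-values were adjusted over 3 comparisons for M7core, over 7 modules and 2 comparisons, and over 4 subsets and 2 comparisons. The M7core score of a library is the median log2 CPM (prior count 2) of its tested members, and group means of the score were compared by an exact two-sided permutation test.

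The genes named were fixed by a rule. They are Trex1, Sting1, Cgas, Cxcl10, Mlkl, Zbp1, Isg15 and Ifit3. Added to these, in Trex1-/- PBS against wild type and in SN-011 against PBS, were the 5 genes that rose and the 5 that fell most among those with an adjusted p under 0.05, a mean of at least 1 CPM over the 9 libraries and no overlap between the groups. The 5 M7core genes with the smallest p in Trex1-/- PBS against wild type completed the list. This rule, the tests of the comparisons, the gene lists and the alternatives other than the Y-linked term were chosen before the data were examined. The Y-linked term is a covariate for the presence of Y-chromosome transcripts, chosen after seeing the data. Several tests of explanations and a few genes named outside the rule were also chosen after seeing the data, as stated where they appear.

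The steps were tested on simulated data drawn from the means and library sizes of the real genes. Of 200 genes changed by known folds, edgeR recovered 89.0%, and the fitted and true changes had a correlation of 0.981 across these genes. Outside the changed genes, 11 of 16296 were called, and 0 of 16646 were called between groups simulated without a change. For a list of 150 genes shifted by 0.6 on the log2 scale, fry gave a p of 2.56e-08, and for an unshifted list of 150 genes it gave 0.592. The simulated noise was independent between genes. The simulation therefore does not show how these tests behave when genes are correlated or whole libraries deviate.

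The alternatives replaced 1 choice at a time. They were DESeq2 1.42.0 size factors or upper-quartile factors for scaling, no filter beyond at least 1 read (30892 genes) or a mean of at least 50 counts (12756 genes), and the DESeq2 Wald test, edgeR's exact test or limma-voom for testing. Others were a fit of only the 6 libraries of a comparison, a replicate block, a 2-fold minimum, and leaving out each of the 9 libraries in turn. For gene sets, camera with a preset or an estimated correlation, a Wilcoxon rank sum test across genes, and members with a mean of at least 1 CPM were tried. For the score, log2(CPM + 1) and the mean over genes were tried. For the correlation between changes, PBS libraries were split so that each change used different ones. In all, 27 settings were run. Since comparisons share control libraries, their overlap and relation were set against libraries simulated with no SN-011 effect, in which the deviations of whole libraries from their group means were reassigned with random signs. Shares of genes were taken there over as many genes as were called, by the smallest limma p.

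Library totals ran from 16118813 to 21928965 counts. A count of 0 allows up to 3 counts, which is 0.137 to 0.186 CPM over the libraries. Such floors and the Wilson 95% intervals given for shares of counts cover counting error only, since reads carried no molecular identifiers. Exon overlaps were computed with GenomicRanges 1.54.1 and GC content with Biostrings 2.70.1. The exact permutation test of 3 libraries against 3 cannot give a p under 0.1. Random draws used seed 11. For the closing tests, 28 marker lists with 390 genes were written beforehand, covering cell types, kidney segments, sex, the circadian clock, fasting, injury, cell death and interferon response. No library was left out of the comparisons.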

Results

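Gene expression was compared among kidneys of wild-type mice, Trex1-/- mice given PBS and Trex1-/- mice given the STING antagonist SN-011 for 2 weeks, with 3 RNA-seq libraries per group. Replicates 1, 2 and 3 of the wild type held 21194724, 21928965 and 17671263 counts. Those of Trex1-/- with PBS held 16318683, 17199104 and 16456360 counts, and those with SN-011 held 16722146, 18648402 and 16118813 counts. Reads were found for 23180 to 24657 genes per library. The most abundant gene, Gpx3 or mt-Co1, took from 2.06% (Wilson 95% interval 2.05 to 2.07) of the counts in SN-011 replicate 1 to 2.53% (2.53 to 2.54) in wild-type replicate 1. TMM factors ran from 0.926 to 1.06. Within groups, Pearson's r of log CPM between libraries, computed across genes, ran from 0.966 to 0.993, and the differences between libraries were 7.76 to 76.0 times the counting variance.

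The groups differed in the sex-linked transcripts of their libraries. Reads of the Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty were found in 3 of 3 libraries of Trex1-/- with PBS, where they summed to 162 to 176 CPM. Among SN-011 libraries, replicate 2 alone had such reads (188 CPM), and among wild-type libraries, replicate 3 alone did (153 CPM). In the other 4 libraries, Xist was present at 434 to 503 CPM and Y-linked reads summed to 0.377 CPM or less. No PBS library carried Xist reads above 5 counts, so no comparison with PBS could be made within libraries that carry Xist. Each comparison was therefore also fitted with a Y-linked term, a covariate chosen after seeing the data, and its values are given beside those of the fit without it.

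**Figure D1:**
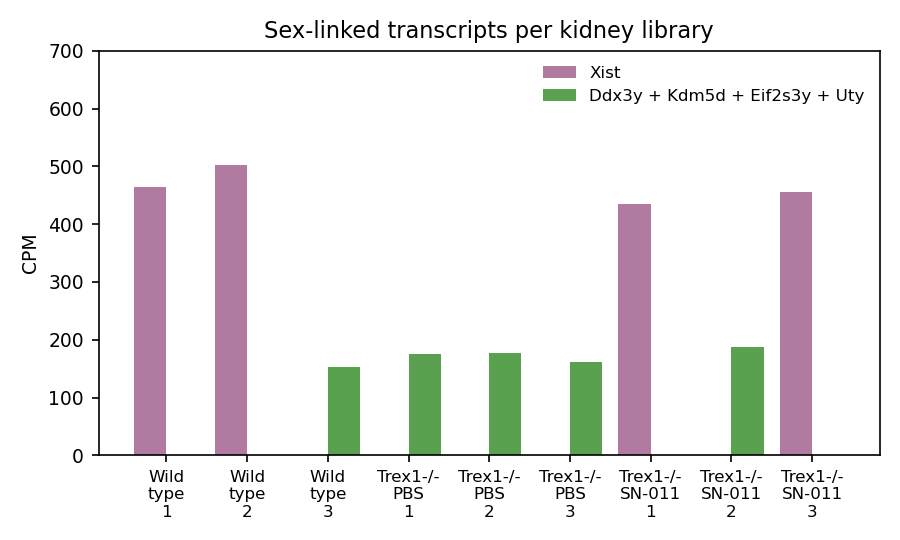
Sex-linked transcripts in each kidney library, in CPM on the y axis, for Xist and for the sum of 4 Y-linked genes, with 1 pair of bars per library and the replicate number on the x axis. All 3 PBS libraries, wild-type replicate 3 and SN-011 replicate 2 carry Y-linked reads, and the other 4 libraries carry Xist.

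The targeted gene was examined first. Trex1 (ENSMUSG00000049734; GRCm38 chromosome 9, 109057933 to 109059734, minus strand) was listed at 0 counts in all 9 libraries, wild type included, which allows at most 0.137 to 0.186 CPM of assigned reads. All 1147 of its exonic bases (100%) also belong to exons of Atrip (ENSMUSG00000025646; chromosome 9, 109057933 to 109074124) on the same strand. The counts therefore cannot show whether Trex1 was expressed in any group, and the genotype rests on the labels. Atrip, singled out after its values were seen, had 15.3 ± 0.839 CPM in wild type, 45.1 ± 4.30 CPM with PBS and 37.3 ± 0.244 CPM with SN-011 (SD, n = 3 each). It was higher in Trex1-/- with PBS than in wild type by 1.56 on the log2 scale (SE 0.0962, edgeR adjusted p 4.90e-05), and at the default setting of featureCounts only its bases not shared with Trex1 yield assigned reads.

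The first comparison, Trex1-/- with PBS against wild type, asked which kidney genes differ between these groups. By the paper, wild-type mice were purchased, while Trex1-/- mice were bred from heterozygous parents and injected daily with vehicle or SN-011. The labels give no treatment time for wild type. Effects of genotype therefore cannot be told apart from those of origin or injection in either comparison against wild type. Of 16646 genes, 313 had an edgeR adjusted p under 0.05, with 240 higher and 73 lower. At an unadjusted p under 0.05 there were 2532. The groups did not overlap for 25.4% of genes, where chance gives 10%. The Y-linked term left 198 genes called, 151 higher and 47 lower, and 165 of the 313 genes remained called. The number moved most when SN-011 replicate 2 was left out, to 774 genes, and fell to 153 without PBS replicate 2, to 157 without PBS replicate 1, to 160 without wild-type replicate 1 and to 162 without wild-type replicate 2.

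Among called genes with at least 1 CPM and no overlap, Apol9a (ENSMUSG00000057346; chromosome 15, 77403789 to 77411135) rose most. It went from 1.55 ± 0.242 CPM in wild type to 37.4 ± 7.57 CPM with PBS (SD, n = 3), a log2 fold change of 4.60 (SE 0.222, adjusted p 8.57e-06). The next were Apol9b at 4.23 (adjusted p 1.28e-04), Mx1 at 4.13 (adjusted p 4.21e-04), Cxcl9 at 3.89 (adjusted p 0.00596) and Oas3 at 3.87 (adjusted p 4.21e-04). Apol9a and Apol9b are close paralogs, as are the Oas1 and Ifit3 genes, and reads shared between such copies were not counted. All 5 stayed called with the Y-linked term, with Cxcl9 at an adjusted p of 0.0365 against a range of 1.04e-08 to 0.0392 over its alternatives.

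Rpl29 (ENSMUSG00000048758; chromosome 9, 106429454 to 106431568) fell most, from 121 ± 8.70 CPM in wild type to 5.02 ± 0.0855 CPM with PBS (SD, n = 3). Its log2 fold change was -4.59 (SE 0.206, adjusted p 8.09e-06), and -4.77 with the Y-linked term. It lies on the chromosome that carries Trex1, 2.63 Mb from it. Ano3 had a log2 fold change of -2.49 (adjusted p 2.12e-04). The other 3 were not called in every fit. Clic6, at -3.37 (adjusted p 0.0337), had an adjusted p of 0.155 without PBS replicate 2 and 0.0944 with the Y-linked term, in a range of 1.88e-04 to 0.155 over its alternatives. Gm9973, at -3.08 (adjusted p 0.0235), had 0.125 without PBS replicate 2 and 0.112 with the Y-linked term, in a range of 4.14e-05 to 0.125. Fbp2, at -2.32 (adjusted p 0.00911), had 0.0598 without PBS replicate 2 and 0.0520 without PBS replicate 1, in a range of 1.05e-09 to 0.0598.

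Of the genes named by the study, Cxcl10 rose from 3.97 ± 0.202 to 48.6 ± 12.1 CPM (SD, n = 3), a log2 fold change of 3.61 (SE 0.263, adjusted p 1.27e-04). Isg15 rose by 3.24 (adjusted p 2.12e-04), Zbp1 by 2.71 (adjusted p 0.00130) and Ifit3 by 2.36 (adjusted p 1.28e-04). The M7core genes with the smallest p were Apol9a and Cxcl10, with Usp18 at 2.78 (adjusted p 7.59e-05), Oas1a at 2.83 (adjusted p 1.04e-04) and Ifit1 at 3.13 (adjusted p 1.04e-04). Mlkl was 1.0 higher on the log2 scale and was not called (adjusted p 0.129), but was called without SN-011 replicate 2 (adjusted p 0.0449), in a range of 0.0307 to 0.455 over its alternatives. With the Y-linked term Mlkl was 0.58 higher (adjusted p 0.455). Cgas was 1.14 higher (adjusted p 0.214) at a mean of 1.60 CPM with PBS. Sting1, listed as Tmem173 in the annotation, differed by 0.24 (adjusted p 0.676).

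M7core, the list of IRF2 targets induced in fibroblasts when cGAS was stimulated, was higher in Trex1-/- kidneys. Of its 159 genes, 156 were tested, and their median log2 fold change was 0.99 (quartiles 0.25 to 1.68). Across these, 139 were above 0, and fry gave a p of 1.18e-04, or 3.53e-04 adjusted over 3 comparisons. All 89 M7core genes called were higher, and they made up 37.1% of the 240 genes called higher. Adjusted over the list alone, 114 were higher and 3 lower. The groups did not overlap for 118 of the 156 genes, where chance gives 10%. The Y-linked term moved the median most, to 0.81 (fry p 0.00148) with 73 genes called and 107 higher when adjusted over the list alone, and the fits that each left out 1 library gave medians of 0.91 to 1.04. With a preset correlation of 0.01 between genes, camera gave a p of 6.60e-138. This call, and those of the other 2 comparisons below, held under fry and under camera with an estimated correlation (p 0.00104, 0.0268 and 0.00844).

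The score of a library, its median log2 CPM over M7core genes, was 4.32 ± 0.08 in wild type, 5.30 ± 0.17 with PBS and 4.81 ± 0.18 with SN-011 (SD, n = 3 each). The differences of 0.98 between PBS and wild type, -0.48 between SN-011 and PBS, and 0.50 between SN-011 and wild type each had an exact two-sided permutation p of 0.1, also 0.1 after adjustment over the 3 comparisons. That is the smallest p which 3 libraries against 3 allow, and in each pair of groups the scores did not overlap. Among libraries with Y-linked reads alone, the mean score was 4.41 in wild type (1 library), 5.30 with PBS (3 libraries) and 4.90 with SN-011 (1 library). Among libraries with Xist, it was 4.27 in wild type and 4.77 with SN-011 (2 libraries each).

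**Figure D2:**
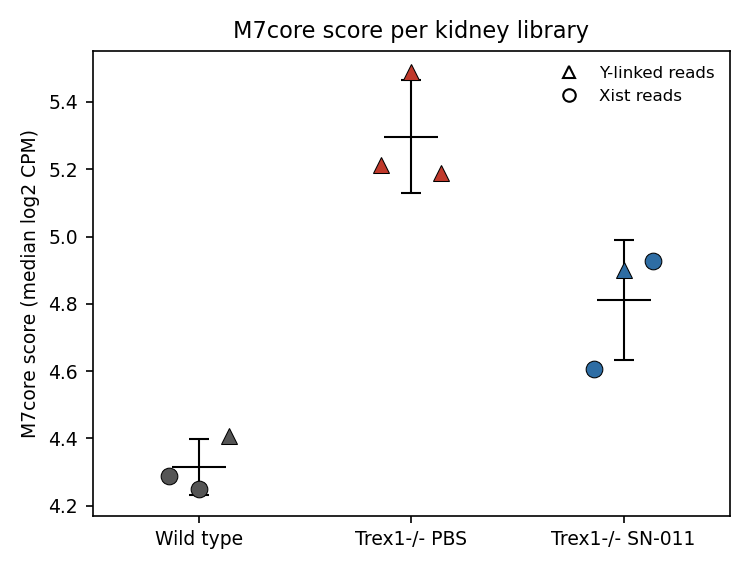
M7core score (median log2 CPM, y axis) of each library by group (x axis), with triangles for libraries with Y-linked reads, circles for libraries with Xist, and lines for the mean and SD of 3 libraries. Scores run from 4.25 to 4.41 in wild type, 5.19 to 5.49 with PBS and 4.61 to 4.93 with SN-011.

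The second comparison, SN-011 against PBS in Trex1-/- mice, asked which changes a block of STING reverses. No gene passed, with 0 of 16646 at an edgeR adjusted p under 0.05 and 1905 at an unadjusted p under 0.05. The smallest adjusted p was 0.147, for Palld, which was 0.68 higher on the log2 scale (SE 0.0878). The groups did not overlap for 16.1% of genes, where chance gives 10%. The number depended on the test, the filter and the libraries kept. The DESeq2 Wald test called 183 genes, the edgeR exact test 127, and the fit with no filter beyond at least 1 read 127. Leaving out SN-011 replicate 2, the SN-011 library with Y-linked reads, gave 519 genes. Without SN-011 replicate 3, 22 were called, and without PBS replicate 2, 1 was. Under the Y-linked term, 0 genes passed and 1642 had an unadjusted p under 0.05. Of the 240 genes called higher in the first comparison, 230 were lower with SN-011 than with PBS (median -0.55), and of the 73 called lower, 60 were higher (median 0.25). Both comparisons use the same PBS libraries, which raises such shares without any effect. The observed shares were 95.8% and 82.2%. In 100 simulations with no SN-011 effect that reassigned whole-library deviations, the means were 57.9% (SD 26.3) and 70.4% (SD 19.9), and 3 and 29 of the 100 gave shares as large. Sex also differed between PBS and both other groups, as Y-linked reads were in 3 of 3 PBS libraries and in 1 of 3 of each other group. With the Y-linked term, 223 of the same 240 higher genes were lower with SN-011 (92.9%, median -0.38), but only 48 of the same 73 lower genes were higher (65.8%, median 0.11), below the mean of 70.4% simulated without the term. Among genes called with that term, the shares were 141 of 151 (93.4%, median -0.42) and 39 of 47 (83.0%, median 0.29).

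M7core genes were lower with SN-011 than with PBS as a set. Their median log2 fold change was -0.41 (quartiles -0.65 to -0.11), 134 of 156 were below 0, and fry gave a p of 0.0106, also 0.0106 adjusted over 3 comparisons. No M7core gene was called over all genes. Adjusted over the list alone, 68 were lower and 0 higher, and 17 were lower with the Y-linked term. The groups did not overlap for 79 of the 156 genes, where chance gives 10%. The set call was lost with the Y-linked term, where the median was -0.29 (fry p 0.0765), within a range of fry, camera and Wilcoxon p from 3.52e-35 to 0.0765 over 20 alternatives. It held in each of the 9 fits that left out 1 library, with medians of -0.46 to -0.31. Without SN-011 replicate 2, 19 M7core genes were called.

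Cxcl10 had 21.7 ± 7.15 CPM with SN-011 (SD, n = 3), a log2 fold change of -1.17 against PBS (SE 0.231, adjusted p 0.203). It was called without SN-011 replicate 2 (adjusted p 0.0127), in a range of 8.04e-04 to 0.650 over its alternatives. Isg15, at -1.27 (adjusted p 0.203), was called without that library (adjusted p 0.0266), in a range of 2.48e-04 to 0.650. Apol9a, at -1.08 (adjusted p 0.168), was likewise called without it (adjusted p 0.0108), in a range of 1.56e-04 to 0.641. Mx1, Apol9b, Cxcl9, Ano3, Fbp2, Usp18, Oas1a and Ifit1, at adjusted p of 0.168 to 0.343, were called without it too, at 0.00416 to 0.0464, with a range of 3.35e-05 to 0.762 over their alternatives. That fit compares SN-011 libraries with Xist against PBS libraries with Y-linked reads, so sex may account for these calls. No gene was called with the Y-linked term. Under it Cxcl10 changed by -0.93, Isg15 by -0.95, Apol9a by -0.83 and Fbp2 by 0.42. Their edgeR adjusted p were 0.298, 0.284, 0.225 and 0.762. Fbp2 had 15.8, 4.46 and 14.2 CPM in SN-011 replicates 1, 2 and 3, against 5.68 ± 1.09 CPM with PBS (SD, n = 3). With all 9 libraries, Cxcl10 was also called by the DESeq2 Wald test (adjusted p 8.04e-04) and the edgeR exact test (adjusted p 0.00296). Both tests also called Isg15, Apol9a, Mx1, Apol9b, Ano3, Usp18, Oas1a and Ifit1, but not Cxcl9 or Fbp2. Ifit3, at -0.83 (adjusted p 0.210), was called by the DESeq2 Wald test (adjusted p 0.00198) and the edgeR exact test (adjusted p 0.0103), in a range of 0.00198 to 0.650. Zbp1 changed by -0.98 (adjusted p 0.278) and Mlkl by -0.45 (adjusted p 0.574), and neither was called by any alternative. With the Y-linked term, Zbp1 changed by -0.55 (adjusted p 0.540) and Mlkl by -0.054 (adjusted p 0.973). Sting1 changed by -0.10 (adjusted p 0.906) and Rpl29 by -0.15 (adjusted p 0.820). The signs of these last changes were not stable, at 0.15 for Sting1 and 0.02 for Rpl29 with the Y-linked term, 0.015 for Sting1 without PBS replicate 1, and 0.11 for Rpl29 without SN-011 replicate 3.

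The changes of M7core genes in both comparisons were related across genes, with Pearson's r of -0.875 and Spearman's rho of -0.898 over 156 genes. This was the 1 relation computed. Genes are not independent replicates, and both changes share the PBS libraries. Simulated libraries with no SN-011 effect gave a mean r of -0.07 (SD 0.444, lowest -0.845), and 0 of 1000 simulations were as low as the observed value. With different PBS libraries for each change, r ran from -0.877 to -0.788 over 6 splits. The Y-linked term gave an r of -0.758.

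**Figure D3:**
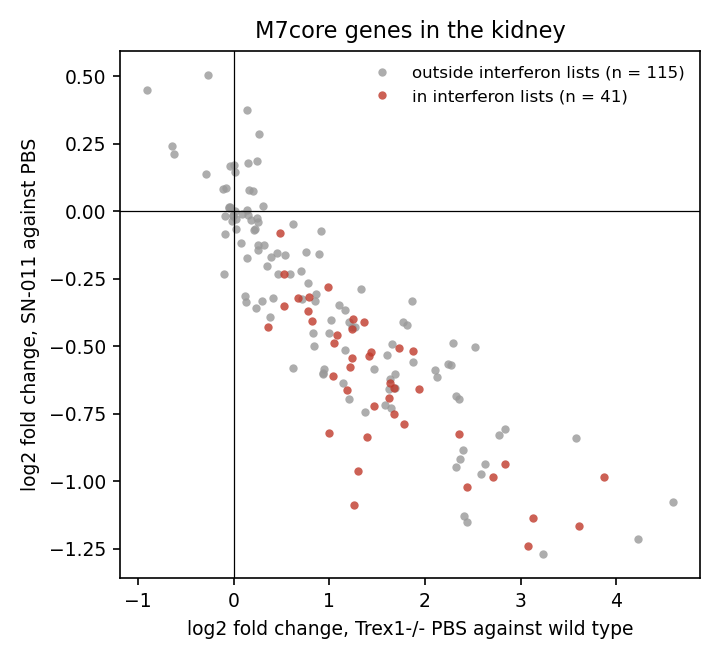
Log2 fold change of each of 156 M7core genes in Trex1-/- with PBS against wild type (x axis) and in SN-011 against PBS (y axis), with members of interferon lists in red (41) and other members in grey (115). Genes that rose more in Trex1-/- fell more with SN-011 (r -0.875 across genes).

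The third comparison, Trex1-/- with SN-011 against wild type, asked what remained changed under treatment. There were 213 genes called by edgeR, 137 higher and 76 lower, and 2998 at an unadjusted p under 0.05. The groups did not overlap for 21.7% of genes, where chance gives 10%. Of these genes, 132 were also called in the first comparison, all 132 in the same direction. Both comparisons share the wild-type libraries. Of all 313 genes called in the first comparison, 99.0% had the same direction here. In 100 simulations with SN-011 libraries drawn as wild type and whole-library deviations reassigned, the mean share was 61.6% (SD 19.3, highest 93.9%) over the 313 genes with the smallest p, and 0 of 100 were as large. The number of genes called was 656 with the Y-linked term, 338 higher and 318 lower. It was 38 without wild-type replicate 1, 48 without wild-type replicate 2, and 376 without SN-011 replicate 2. M7core genes had a median log2 fold change of 0.54 (quartiles 0.17 to 1.05; fry p 0.00162, adjusted 0.00243), with 132 of 156 above 0. Of these, 51 were called and 51 of 51 were higher. Adjusted over the list alone, 92 were higher and 0 lower. Under the Y-linked term the median was 0.53 (fry p 0.00263), 71 were called, and 99 were higher and 3 lower when adjusted over the list alone. Only 13 M7core genes were called without wild-type replicate 2. Cxcl10 was higher by 2.45 (adjusted p 0.00343), Apol9a by 3.52 (adjusted p 1.13e-04) and Ifit3 by 1.53 (adjusted p 0.00424), while Rpl29 had a log2 fold change of -4.74 (adjusted p 6.33e-06). These 4 genes kept their calls in all 16 alternatives run for them.

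Other named genes were less stable in SN-011 against wild type. Zbp1 was higher by 1.72 (adjusted p 0.0308) and lost its call in 7 of 16 alternatives, in a range of 2.34e-06 to 0.130. Among these were the fits without wild-type replicate 1 (0.125) or 2 (0.130), PBS replicate 1 (0.0572) or 3 (0.0601), and SN-011 replicate 3 (0.0531). Mx1, higher by 2.20 (adjusted p 0.0323), also lost its call in 7 of 16, in a range of 1.34e-06 to 0.131. Among these were the fits without wild-type replicate 1 (0.131), 2 (0.116) or 3 (0.0700), PBS replicate 1 (0.0594), and SN-011 replicate 3 (0.0595). Isg15, higher by 1.97 (adjusted p 0.00908), was not called without wild-type replicate 1 (0.0533) or 2 (0.0541), in a range of 1.30e-11 to 0.0541. Ano3, at -1.28 (adjusted p 0.0156), was not called without wild-type replicate 1 (0.0723) or 2 (0.0538), in a range of 4.45e-07 to 0.0723. Mlkl was 0.55 higher (adjusted p 0.348) and Cgas 0.69 higher (adjusted p 0.417), and neither was called in any of 16 alternatives. Sting1 differed by 0.14 (adjusted p 0.795), and by -0.05 without wild-type replicate 2.

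The 4 subsets of M7core moved together. Against wild type, the 41 interferon-list members had a median of 1.37 (adjusted fry p 3.67e-04), with 41 of 41 higher and 34 called. The 115 members outside interferon lists had a median of 0.72 (adjusted fry p 3.67e-04), with 55 called. They include Usp18 (2.78), Oas1a (2.83) and Isg15 (3.24), which the paper names as a positive regulator of type I interferon signaling. Absence from these lists therefore does not make a gene independent of interferon. RelB targets (62 genes) had a median of 0.90 (adjusted fry p 4.73e-04), and the 94 other members had 1.09 (adjusted fry p 3.67e-04). With SN-011 against PBS the medians were -0.61, -0.32, -0.40 and -0.42, at adjusted fry p of 0.00943, 0.0157, 0.0157 and 0.0117. Under the Y-linked term the medians against wild type were 1.25, 0.60, 0.74 and 1.0 (adjusted fry p 0.00406 each). Those of SN-011 against PBS were -0.47, -0.22, -0.31 and -0.27, at adjusted fry p of 0.0698, 0.111, 0.111 and 0.0866, the only alternative run for them that took them above 0.05. Whether the subsets differ from one another was not tested.

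The 7 fibroblast modules changed less. Against wild type, M7 (635 genes tested, 158 of the M7core genes among those listed) had a median of 0.08 (adjusted fry p 0.00429), with 119 genes called higher and 4 lower. M3 (53 genes) had a median of 0.08 (adjusted fry p 0.0308), but lost its call in 7 of the 9 fits that left out 1 library, with adjusted p of 0.0151 to 0.132, the lowest median being 0.04 without PBS replicate 1. It kept its call with the Y-linked term (median 0.11, adjusted fry p 0.0295). M1, M2, M4, M5 and M6 had medians of 0.02, 0.06, -0.06, -0.04 and -0.04, at adjusted fry p of 0.850, 0.647, 0.345, 0.850 and 0.997. With SN-011 against PBS, M7 had a median of -0.11 (adjusted fry p 0.0308), which lost its call in 7 of the 9 fits that left out 1 library (adjusted p 0.0295 to 0.132) and with the Y-linked term (0.216). The medians of M1 to M6 were -0.01, 0.04, 0.06, -0.02, -0.02 and -0.05, at adjusted fry p of 0.850, 0.850, 0.0908, 0.997, 0.850 and 0.838. The 480 genes of M7 outside M7core had a median of 0.01 against wild type (fry p 0.0184, and 0.0742 with the Y-linked term). With SN-011 against PBS their median was -0.06 (fry p 0.0137), and -0.07 with the Y-linked term (fry p 0.0434).

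With SN-011 against wild type, a comparison not planned for the modules, M3 had a median of 0.11 (fry p 3.09e-04, adjusted over 7 modules 0.00216), with 41 of 53 genes higher, and 0.09 with the Y-linked term (adjusted fry p 0.00226). M7 had a median of 0.03 (adjusted fry p 0.0400, and 0.0709 with the Y-linked term). The other 5 modules had medians of -0.06 to 0.08, at adjusted fry p of 0.285 to 0.841.

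**Figure D4:**
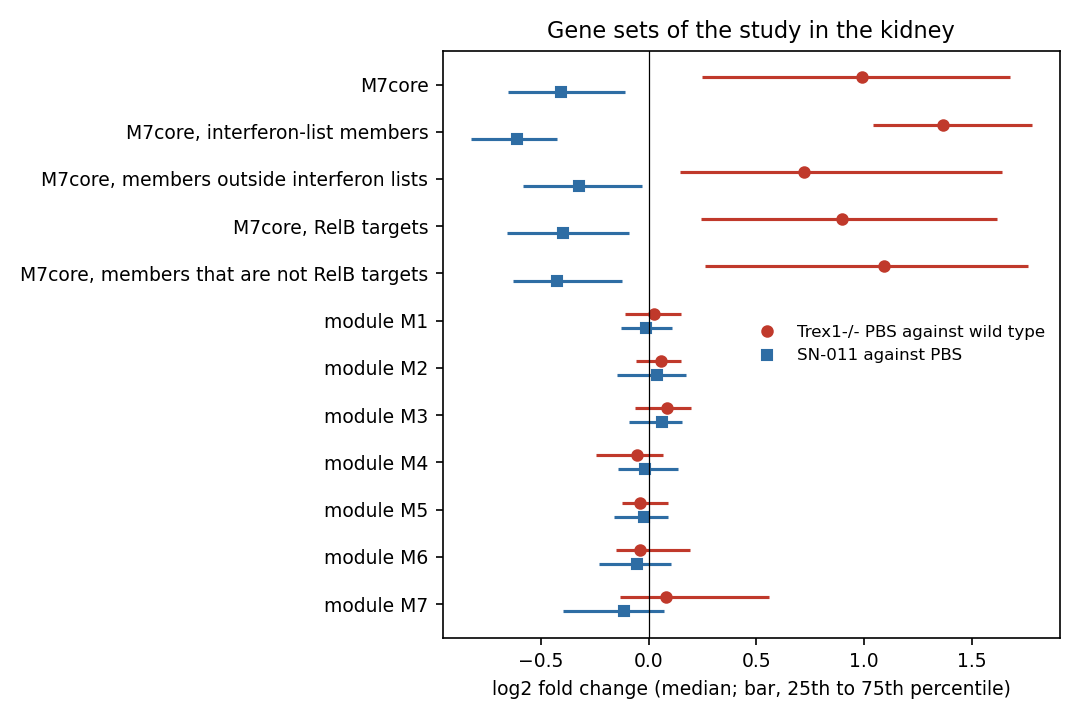
Median log2 fold change (x axis) of M7core, its 4 subsets and 7 modules (y axis), in red for Trex1-/- with PBS against wild type and in blue for SN-011 against PBS, with bars from the 25th to the 75th percentile of genes. M7core and its subsets lie from 0.72 to 1.37 in red and from -0.61 to -0.32 in blue, and the module medians lie from -0.11 to 0.08.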

Values the study reported

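In Trex1-/- kidneys, the study reported suppression of M7core genes after SN-011 with a Wilcoxon rank sum p below 0.024. The study also stated that 74% of M7core genes fell outside the interferon modules, and that 38.9% were regulated by RelB.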

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

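The 35 main results and 60 single-gene results were recomputed under 27 settings, and the Y-linked term was the setting chosen after seeing the data. Leaving aside the fits without 1 library, 215 values of the main results kept their direction, side of the threshold or size, 21 moved, 10 became weaker, 1 became stronger and 3 reversed. In the fits without 1 library, 17 moved, 14 became weaker and 9 reversed. The cause was not tested unless stated.

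The M7core median against wild type kept its direction and its call in all 20 alternatives, from 0.81 to 1.04 for Trex1-/- with PBS and from 0.48 to 0.63 with SN-011. Between SN-011 and PBS it ran from -0.46 to -0.29 and kept its call in 19 of 20. The number of M7core genes called in Trex1-/- with PBS against wild type ran from 69 to 107.

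Scaling mattered little. DESeq2 size factors gave 312 and 207 genes for PBS and SN-011 against wild type, of which 309 and 206 were among the 313 and 213. Upper-quartile factors gave 325 and 200, of which 309 and 192 were. Both gave 0 genes for SN-011 against PBS, where 1905 had an unadjusted p under 0.05 in the chosen fit.

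The test and the filter moved the counts of genes. The DESeq2 Wald test gave 726, 183 and 816 genes in the 3 comparisons, with 32 M7core genes for SN-011 against PBS and 77 for SN-011 against wild type. The edgeR exact test gave 686, 127 and 597 genes, with 23 M7core genes for SN-011 against PBS. With no filter beyond at least 1 read, the counts were 707, 127 and 607, with 30 M7core genes for SN-011 against PBS. A mean of at least 50 counts gave 267, 0 and 214 genes. Under it, module M3 had a median of 0.032 (adjusted p 0.0937) against wild type and 0.079 (adjusted p 0.0142) for SN-011 against PBS. A minimum of 2-fold, which can only remove genes, left 117 for SN-011 against wild type. With the mean over genes in place of the median, the score difference between SN-011 and wild type was 0.69.

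Fitting only the 6 libraries of a comparison estimates the spread from fewer samples and without the third group. It gave 751 genes for Trex1-/- with PBS against wild type, more than the 313 of the chosen fit. For SN-011 against wild type it gave 43, fewer than the 213 of the chosen fit, with 21 M7core genes. Module M3 against wild type was 0.083 (adjusted p 0.0941), and M7 for SN-011 against PBS was -0.11 (adjusted p 0.0946).

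With the replicate block, module M7 for SN-011 against PBS was -0.11 (adjusted p 0.0955), and 312, 0 and 231 genes were called. Of the 312 and 231 genes called against wild type, 264 and 166 were among the 313 and 213 of the chosen fit. For libraries with the same number, the correlations of their deviations from the group means ran from -0.29 to 0.24 over 9 pairs, with 5 above 0.1. The pairs of replicate 1 had 0.133 to 0.238. Those of replicate 2 had -0.294 to 0.242, and those of replicate 3 had -0.143 to 0.102. Whether libraries with the same number share more than the number remains open.

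With the Y-linked term, 198 and 656 genes were called for PBS and SN-011 against wild type. For SN-011 against PBS, the M7core median was -0.29 (p 0.0765), and its subsets were at -0.47 for interferon-list members (adjusted p 0.0698), -0.22 for members outside interferon lists (adjusted p 0.111), -0.31 for RelB targets (adjusted p 0.111) and -0.27 for the remaining members (adjusted p 0.0866). Module M7 was -0.13 (adjusted p 0.216), and the correlation across M7core genes was -0.758. Signs reversed near 0 for M1 (-9.09e-04) and M5 (0.011) against wild type, and for M1 (0.017), Sting1 (0.15) and Rpl29 (0.018) in SN-011 against PBS.

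Across the 9 fits that each left out 1 library, genes called ran from 153 to 774 for Trex1-/- with PBS against wild type, from 0 to 519 for SN-011 against PBS, and from 38 to 376 for SN-011 against wild type. The highest count of each came without SN-011 replicate 2, and the lowest against wild type without PBS replicate 2 for PBS and without wild-type replicate 1 for SN-011. M7core genes called ran from 0 to 19 for SN-011 against PBS and from 13 to 62 for SN-011 against wild type. Medians against wild type ran from -0.0056 to 0.043 for M1, from 0.043 to 0.088 for M3 and from -0.093 to 0.041 for M5. With SN-011 against PBS they ran from -0.037 to 0.028 for M1, from -0.0035 to 0.075 for M2, from -0.040 to 0.032 for M4, from -0.079 to 0.015 for M5 and from -0.13 to -0.10 for M7. Sting1 ran from -0.23 to 0.015 for SN-011 against PBS and from -0.050 to 0.40 for SN-011 against wild type, and Rpl29 from -0.32 to 0.11 for SN-011 against PBS.

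Of the other single-gene values, 375 kept their direction and call outside the fits without 1 library, 31 became stronger and 11 weaker. In the fits without 1 library, 497 kept theirs, 15 became stronger, of which 13 without SN-011 replicate 2, and 25 weaker. Trex1, at 0 counts in each library, gave no value under any setting. Depth limits what can be said of genes near 3 counts, or 0.137 to 0.186 CPM.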

Other observations

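The tests of unequal sex for M7core genes, leukocyte markers and Rpl29, the tests of leukocyte numbers, and the tests of Rpl29 pseudogenes and of the chromosome segment were chosen only after the result was seen.

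Other splits of the same libraries were fitted beside each comparison. For Trex1-/- with PBS against wild type and for SN-011 against wild type, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes, as large an M7core median and as many M7core genes called. For SN-011 against PBS, the real split alone gave as large an M7core median (1 of 10), while all 10 of 10 splits gave as many genes and as many M7core genes, since each gave 0. A share under 0.1 is not possible with 3 libraries against 3. Of 22 results for modules and subsets, the real split was the largest for 10.

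Sex of the animals was unequal between groups by their transcripts, and it might have raised or lowered M7core genes. With the Y-linked term, the M7core median for Trex1-/- with PBS against wild type was 0.81 (fry p 0.00148, 143 of 156 genes higher), which argues against sex as the whole cause of the rise. For SN-011 against PBS it was -0.29 (fry p 0.0765, 132 of 156 genes lower). A part for sex and an effect of SN-011 cannot be told apart there, since all 3 PBS libraries carry Y-linked reads and SN-011 replicate 2 is the 1 treated library that does. An effect of SN-011 itself remains open.

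GC content and depth were tested as technical sources of the M7core changes. After removing the trend of each library over GC deciles, the medians were 0.99 (fry p 8.41e-05) against wild type and -0.41 (fry p 0.0124) for SN-011 against PBS. After drawing every library down to 16118813 counts, they were 0.95 (fry p 1.16e-04) and -0.40 (fry p 0.0108). Both argue against these sources as the whole cause.

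More leukocytes in Trex1-/- kidneys may contribute to the rise of M7core genes. Of 68 leukocyte marker genes, none of them in M7core, 58 were tested and 39 had at least 1 CPM in wild-type kidney. Their median log2 fold change against wild type was 0.96 (fry p 0.00816, 52 of 58 higher), close to that of M7core. With the Y-linked term it was 0.76 (fry p 0.0452), which argues against sex as its whole cause. The most abundant markers did not move alike, with Xbp1 at 160 CPM in wild type and 114 CPM with PBS, Csf1r at 73.2 and 88.8 CPM, Blnk at 30.5 and 24.2 CPM, Lyz2 at 30.5 and 55.6 CPM, Igha at 29.7 and 119 CPM, C1qb at 26.9 and 46.4 CPM, and C1qa at 26.7 and 51.2 CPM. Between SN-011 and PBS the median of the markers was -0.41 (fry p 0.188, 45 of 58 lower), and -0.11 (fry p 0.837) with the Y-linked term. Infiltrating cells and a response of resident cells cannot be told apart in either comparison, because whole tissue was sequenced and the markers do not show which cells express M7core genes.

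Among the 28 marker lists, 5 of 56 tests had an adjusted fry p under 0.05. Against wild type these were cell death genes (median 0.66, adjusted p 0.00185, 10 of 10 higher, 3 of them in M7core), interferon-stimulated genes outside M7core (1.54, adjusted p 0.00407, 55 of 57 higher), B and plasma cell markers (0.74, adjusted p 0.0300, 10 of 15 higher) and macrophage markers (0.82, adjusted p 0.0498, 20 of 20 higher). Cell death genes were also lower with SN-011 than with PBS (-0.38, adjusted p 0.0300, 1 of 10 higher). Under the Y-linked term, 2 of these passed, the cell death genes (adjusted p 0.0225) and the interferon-stimulated genes (adjusted p 0.0362) against wild type. The adjusted p of the other 51 tests ran from 0.0723 to 0.986.

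M7core genes that rose more in Trex1-/- kidneys fell more with SN-011. The PBS libraries shared by both changes could produce such a relation, but simulated libraries with no SN-011 effect gave a mean r of -0.072, and 0 of 1000 reached the observed -0.875. This argues against the shared libraries as the whole cause, while sex remains open, with r at -0.758 under the Y-linked term.

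Trex1 was listed at 0 in every library, and shared exons were tested as the reason. Of its exonic bases, 100% lie in exons of Atrip on the same strand. Across the annotation, 719 of 752 genes with every exonic base shared in this way (95.6%) were at 0 in all libraries, against 42.6% of 53657 other genes.

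Rpl29 was lower in both Trex1-/- groups. Unequal sex is argued against by its value with the Y-linked term, -4.77 (adjusted p 1.40e-06; -4.77 to -4.53 and adjusted p from 3.65e-121 to 2.66e-04 over its alternatives). Reads moved to the 3 annotated pseudogenes that bear its name are argued against as well. These had a mean of 1.06 CPM with PBS and 1.36 CPM in wild type. Pseudogenes under other names were not examined. Reads that map equally well to several places were not counted, so a loss of uniquely mapped reads is not excluded. A candidate explanation is a chromosome segment linked to the targeted Trex1 locus, kept from the strain in which the gene was modified. Within 10 Mb of Trex1, 14 of 206 genes (6.80%) were called between both Trex1-/- groups and wild type in the fit with the Y-linked term, 12 lower and 2 higher. Elsewhere 314 of 16214 (1.94%) were called, with M7core and interferon-stimulated genes, Trex1 and Atrip left out of both counts (Fisher's exact two-sided p 7.03e-05, and 2.45e-04 without Rpl29). Neighbouring genes are not independent, and of 205 bins of 10 Mb, 3 had as large a share called as the bin around Trex1 (9.40%), that bin included. The sequence of the segment was not examined, and a direct effect of TREX1 loss on Rpl29 remains open.

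Leaving out SN-011 replicate 2, the SN-011 library with Y-linked reads, gave 519 genes for SN-011 against PBS. Such a fit compares 2 libraries with Xist against 3 with Y-linked reads, so sex may account for many of these genes. Of 515 that could be compared, 401 (77.9%) had the same direction as the difference between wild-type libraries without and with Y-linked reads, against 62.1% of all genes. The wild-type side with Y-linked reads is 1 library, replicate 3, so sex cannot be told apart from whatever else sets that library apart. Of the 519, 19 (3.66%) were M7core genes, which made up 156 of the 17014 genes tested in this fit (0.917%).

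Heat shock genes, noticed after their values were seen, were uneven among SN-011 libraries. Hspa1a had 133 ± 119 CPM with SN-011 (SD, n = 3), with 91.8, 268 and 39.6 CPM in replicates 1, 2 and 3, against 22.9 ± 1.10 CPM with PBS. Its log2 fold change was 2.54 (adjusted p 0.210). Hspa1b, a near-identical copy that shares reads with it, had a log2 fold change of 2.60 (adjusted p 0.168). Hsph1 had 1.20 (adjusted p 0.203) and Dnajb1 1.06 (adjusted p 0.168). No biological or technical explanation was tested for these genes.

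The Wilcoxon rank sum p across genes, for M7core against other genes in SN-011 against PBS, was 3.52e-35. That is lower than the value quoted from the study above. However, this test takes genes as replicates and does not measure the spread between animals. The fry test, which rests on the libraries, gave a p of 0.0106, and 0.0765 with the Y-linked term. The study names no groups of values for its test, so the tests are not known to be the same.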
